A study of Mus musculus with 696 samples. Its data were reported in "Tissue memory relies on stem cell priming in distal undamaged areas" (2023).

How the data were processed

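Single-cell RNA sequencing was carried out on keratinocytes of mouse tail skin whose ancestors had been marked by tdTomato through the Lrig1 gene, a gene of stem cells in the upper hair follicle. Skin was wounded at full thickness, left to heal and wounded again at the same place. The 4 time points were unwounded skin (0w), 1 week after the first wound (1w pw1), 8 weeks after it (8w pw1) and 1 week after a wound placed on the healed site (1w pw2, week 9 in the labels). The sorted cells came from female mice and from tissue that held the wound bed and hair follicles at a distance from it. Single cells were sorted into the wells of plates and sequenced with Smart-seq2, which reads whole transcripts and adds no molecular identifiers.

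The authors deposited a single table of estimated counts per gene and cell, made with Salmon from an Ensembl annotation of the mouse. These expected counts were not normalised, and 96.6% of the values were whole numbers. How the transcripts were summed to genes was not stated. The table held 15652 genes and 696 cells, and 0 columns had no sample. The study kept cells with at least 1000 genes and at most 50% mitochondrial counts, and all 696 cells passed that filter when it was applied again, so the deposited table had already been filtered. The study also dropped genes seen in fewer than 5 cells, but 9 genes of the table were seen in fewer cells than that. The study corrected its clustering for batch effects, a step that the deposited counts do not carry.

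Each label replicate is 1 plate, and each time point had 2 plates. Cells of a plate are not independent replicates, so the counts of all cells of a plate were summed and rounded, and every test compared plates. In its single-cell data the study tested single cells, so those tests rest on another unit. The study counted its memory genes in other data, from small bulk samples of sorted cells. With 2 plates against 2, an exact two-sided permutation test cannot give a p below 0.333, so the calls rest on a spread shared across genes. Replicate plates did not hold the same values, with a Pearson correlation across genes of 0.908 to 0.939, and were kept as separate samples, as labelled.

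Changed genes were found with edgeR 4.0.16 in R 4.3.3 on all 8 plates in a single fit with the time point as its only term, TMM scaling, the default filter on low counts and the quasi-likelihood test. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 2. There were 6 contrasts: 1w pw1, 8w pw1 and 1w pw2 against 0w, 1w pw2 against 1w pw1 and against 8w pw1, and the difference between the healings, which is the change from 8w pw1 to 1w pw2 minus the change from 0w to 1w pw1. The biological coefficient of variation was 0.61 and 4 residual degrees of freedom remained. Levels are TMM-scaled sums as a rate of the library total (CPM). A fold against a group with 0 counts is given as a lower bound, computed against 3 counts over the plates of that group. Such bounds and all intervals cover counting error only, since reads without molecular identifiers are not independent molecules.

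The genes named in the text were fixed before the data were examined, as were the main tests, the gene lists and most alternatives. They were Lrig1, Slc2a1, Krt6a, Krt6b, Postn and Ly6a, and, per contrast, the 5 called genes with the highest and the 5 with the lowest log2 fold change whose plates did not overlap between the groups and whose average log2 CPM was at least 4, without predicted gene models and pseudogenes. Genes behind some of the small counts are named too, as are a few genes singled out after their values were seen. Coordinates are those of the GRCm38 assembly in the GENCODE annotation, and for Csta3 in RefSeq. The authors counted on another annotation release of that assembly, and symbols were matched by name.

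There were 9 gene lists, tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01 on log2 CPM with a prior count of 2, two-sided and adjusted over the 54 pairs of list and contrast. The fry test and camera with an estimated correlation were run beside it. The transition marker list (100 genes) and the cell plasticity list (355 genes) were chosen by the study on these same cells, so counts within them are not independent evidence. The interscale list (9 genes of the epidermis between the scales of the tail) and the scale list (8 genes) are markers from the data of an earlier publication, which the study used. The cell cycle (35 genes), dissociation response (15 genes), glycolysis enzyme (15 genes, 14 of them tested), hemidesmosome and matrix (12 genes) and hypoxia target (18 genes) lists were written by hand. Of the transition markers 47 are held by another list, of the cell plasticity genes 37, of the interscale genes 1, of the scale genes 3, of the cell cycle genes 8, of the dissociation genes 1, of the glycolysis genes 9, of the hemidesmosome genes 8 and of the hypoxia genes 7.

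Cells were clustered with scanpy 1.11.5 on 2000 variable genes, 30 principal components and 15 neighbours with Leiden resolution 1.0 and seed 0, after removal of 534 genes: all genes of the lists and the 43 genes that differed between time points. A cluster was given the name of a class of fixed markers, 82 of which were in the table, if their median log2 fold over the other cells was above 1, at least 3 of them were above 2-fold and the leading 10 genes of the cluster held at least 1 of them and no more of another class. These naming limits were set after exploratory runs had been seen, and clusters they left out are reported by number. The names were rebuilt here and need not cover the cells of the study's clusters. No doublet caller was run, since single cells had been sorted into wells. Class counts per plate were tested with the same edgeR model, with the cell total of the plate as library size, over 11 clusters and 6 contrasts, adjusted together.

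The tests of genes, gene lists and class shares were tried on simulated counts made from these plates. With 200 genes changed between 1w pw1 and 0w, edgeR found 0% of 4-fold changes, 72% of 16-fold changes and 89% of 64-fold changes among 13504, 13488 and 13509 tested genes, and called at most 1 gene in the unchanged contrast of 8w pw1 with 0w. In the changed contrast it made 1, 14 and 14 false calls. DESeq2 made 37, 80 and 80 there and called 10 to 22 genes in the unchanged contrast. In a simulation with 4-fold changes each of the 3 list tests found the raised list, and 0 others of its 42 tests passed. Genes were drawn independently and the lists at random. This cannot show how often camera at the preset correlation passes lists of genes that vary together. A 4-fold change of the duct-like share in 1w pw1 against 0w was found in 7 of 20 simulations of 66 tests each, with 0 calls of other classes. Calls of the duct-like class in other contrasts were not counted. Mean shares came from the plates but the spread was preset, so it need not match how the plates vary. Changes of a few fold in single genes were therefore mostly below what these plates can show, as were those in classes at the preset spread.

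The labels give every time point a replicate 1 and a replicate 2. Plates with the same number deviated together from their time point means, with correlations across genes of 0.121 to 0.213 in all 6 pairs of time points, and the second principal component (19.5% of the variance, after 28.8% for the first) separated the replicate numbers. The pairing is seen in the data. The methods describe 2 independent experiments with 4 biological replicates in each, and the labels do not link the replicate numbers to these experiments or to days or animals. The fit with the replicate number as a block (replicate block) was an alternative. In that fit, 1 gene differed between the replicate numbers past the thresholds and 2329 of 13853 genes (16.8%) had an unadjusted p below 0.05. A letter in the sample titles differed between all time points, so that any batch it marks cannot be told apart from time.

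Other alternatives were DESeq2 1.42.0, its size factors, no filter on low counts, only the plates compared, a stricter filter on cells (at least 2000 genes and at most 20% mitochondrial counts, which 313 cells passed), every cell scaled to the same total (limma trend on log2 CPM with a pseudocount of 1), other clusterings, and leaving out each plate in turn. The stricter filter left 9 of 91 cells on 0w replicate 2, against 31 to 58 cells on the other plates. Comparisons with 0w under that filter therefore rest on a plate of few cells. A plate left alone at its time point is assumed to vary like the other time points.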

Results

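The study asked whether progeny of Lrig1 stem cells keep a trace of a first wound and respond differently to a second. The deposited cells numbered 179 at 0w, 168 at 1w pw1, 172 at 8w pw1 and 177 at 1w pw2, with 79 to 91 cells on each of the 8 plates. Total estimated counts per plate ranged from 12293182 at 8w pw1 replicate 1 to 19760820 at 1w pw1 replicate 2. Single cells held a median of 132595 counts (from 3551 to 1895079) and a median of 4470 genes. The deepest cell held 12.1% of the counts of 8w pw1 replicate 2, and at most 7.58% on any other plate. Sums per plate therefore weigh a few deep cells heavily, and they mix changes within cells with changes in which cells were caught.

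The contrast of 1w pw1 with 0w asks which genes differ during the first healing. With edgeR, 73 of 13853 genes were called, 56 higher and 17 lower, and 1587 had an unadjusted p below 0.05. The alternative that moved this count most was DESeq2, with 723 genes, 354 higher and 369 lower. With the replicate block 236 genes were called. With every cell scaled equally 140 genes were called, and the split turned to 58 higher and 82 lower. In that scaling the median of all genes lay at -0.25 on the log2 scale in this contrast, at 0.27 in 1w pw2 against 1w pw1 and at 0.28 in the difference between the healings. Leaving out single plates lowered the count to 8 without 0w replicate 2, 13 without 0w replicate 1, 22 without 1w pw1 replicate 1 and 24 without 1w pw1 replicate 2. It stayed between 82 and 93 without any single plate of the other time points.

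The genes with the highest fold changes at 1w pw1 had 0 counts on both 0w plates, so their changes are lower bounds. Krt6b (chromosome 15, 101676023 to 101680287), a keratin of stressed epidermis, was at least 46986-fold higher, at a mean of 3802 CPM (SD 1893 over 2 plates). Stfa1 (chromosome 16, 36276951 to 36285373) was at least 16994-fold higher and Csta3 (chromosome 16, 36210403 to 36217788) at least 2313-fold. Serpinb3a (chromosome 1, 107045587 to 107052303) was at least 1605-fold higher and Wfdc17 (chromosome 11, 83703991 to 83706268) at least 11414-fold. The bounds depend on single plates. Without either 0w plate they fall by about the share of that plate, to 23044 and 23941 for Krt6b. Without 1w pw1 replicate 1 those of Krt6b (31044), Stfa1 (11032) and Csta3 (568) are lower, and without 1w pw1 replicate 2 those of Serpinb3a (618) and Wfdc17 (2883). A single cell held 98.8% of the Wfdc17 counts on 1w pw1 replicate 2. All 5 genes are protein-coding and passed the edgeR threshold, with adjusted p-values from 0.00137 for Krt6b to 0.0309 for Wfdc17. Krt6b kept its call without any single plate. Stfa1 lost it without 0w replicate 1 (adjusted p 0.0635) or 0w replicate 2 (0.0781). Csta3 lost it without either 0w plate (0.108 and 0.103) or 1w pw1 replicate 1 (0.0601). Wfdc17 lost it without either 0w plate (0.129 and 0.127) or 1w pw1 replicate 2 (0.058), and Serpinb3a without the same plates (0.123, 0.111 and 0.0612). Stfa1, Csta3 and Serpinb3a belong to families of near-identical genes, and Krt6a and Krt6b are close copies of each other. The division of their reads between copies is uncertain.

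Among genes that fell at 1w pw1, Oxtr (chromosome 6, 112473683 to 112489943) had a log2 fold change of -6.17 (SE 1.11, adjusted p 0.0464). Thbs1 (chromosome 2, 118111876 to 118127133) changed by -5.18 (SE 0.65, adjusted p 0.0127) and Dclk1 (chromosome 3, 55242364 to 55539068) by -5.11 (SE 0.92, adjusted p 0.0461). Adh1 (chromosome 3, 138260991 to 138290698) changed by -4.89 (SE 0.84, adjusted p 0.038) and Itga2 (chromosome 13, 114833081 to 114932100) by -4.67 (SE 0.64, adjusted p 0.0164). All 5 are protein-coding, and both 1w pw1 plates lay below both 0w plates for each. Oxtr and Adh1 were among the leading genes of the sebaceous gland-like cluster and Thbs1 of the bulge-like cluster, and both clusters were scarcer at 1w pw1. Their calls depended on single plates. Dclk1 lost its call without any single plate (adjusted p from 0.0504 without 1w pw2 replicate 1 to 0.217 without 1w pw1 replicate 2). Oxtr lost it without any plate of 0w (0.128 and 0.104), 1w pw1 (0.296 and 0.331) or 8w pw1 (0.0562 and 0.056). Adh1 and Itga2 lost it without any plate of 0w (Adh1 0.0584 and 0.143, Itga2 0.0746 and 0.072) or 1w pw1 (Adh1 0.296 and 0.204, Itga2 0.117 and 0.162). Thbs1 lost it without 0w replicate 2 (0.0519) or either 1w pw1 plate (0.0676 and 0.108).

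The contrast of 1w pw2 with 0w asks the same of the second healing. edgeR called 37 genes, 33 higher and 4 lower, with 1739 at an unadjusted p below 0.05. DESeq2 called 688 (360 higher and 328 lower), the replicate block 96 and the fit with every cell scaled equally 68 (49 higher and 19 lower). The count fell to 1 without 0w replicate 2, 4 without 0w replicate 1, 9 and 23 without 1w pw1 replicate 1 and 2, and 16 without 1w pw2 replicate 2. Genes with 0 counts at 0w again led. Wfdc17 was at least 10750-fold higher, Stfa1 at least 4866-fold, Serpinb3d (chromosome 1, 107078167 to 107083506) at least 3248-fold, Krt6b at least 2636-fold and Serpinb3a at least 1402-fold, with edgeR adjusted p-values from 0.00651 for Krt6b to 0.0448 for Wfdc17. Without 1w pw2 replicate 2 the bounds fall to 642 for Wfdc17, 3594 for Stfa1, 985 for Serpinb3d, 1169 for Krt6b and 198 for Serpinb3a, and 2 cells of that plate held 90% of its Wfdc17 counts. Without 0w replicate 1 or 2 that of Krt6b falls to 1293 or 1343 and the others alike. Without 0w replicate 2 all 5 lost their calls (Wfdc17 0.196, Stfa1 0.114, Serpinb3d 0.114, Krt6b 0.0605, Serpinb3a 0.182), and without 0w replicate 1 all but Krt6b (Wfdc17 0.196, Stfa1 0.126, Serpinb3d 0.121, Serpinb3a 0.196). Without 1w pw1 replicate 1 Wfdc17, Stfa1 and Serpinb3d came to 0.0503 and Serpinb3a to 0.0519. Wfdc17 and Serpinb3a also lost their calls without either 8w pw1 plate (Wfdc17 0.07 and 0.0722, Serpinb3a 0.0573 and 0.0574), and Serpinb3a without 1w pw2 replicate 2 (0.0502). Abi3bp (chromosome 16, 56477878 to 56690135) changed by -5.48 (SE 0.91, adjusted p 0.0461) and Ackr4 (chromosome 9, 104084157 to 104126933) by -3.66 (SE 0.58, adjusted p 0.0415). Abi3bp lost its call without any single plate but 1w pw1 replicate 2 (highest adjusted p 0.158, without 0w replicate 1). Ackr4 lost it without any but 8w pw1 replicate 1 (highest 0.218, without 1w pw2 replicate 2).

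No gene was called in 8w pw1 against 0w with edgeR, where 896 genes (6.47%) had an unadjusted p below 0.05. In simulations with no difference between these time points that share was 4.24% to 5.03%. DESeq2 called 155 genes. The replicate block called 3, Krt2 (log2 fold change 6.94), Serpinb3b (4.08) and 2610528A11Rik, which had 0 counts at 0w. With every cell scaled equally 3 genes were called, Krt2, Sprr2a2 and Stfa1, and without 8w pw1 replicate 2 edgeR called 2. These genes were chosen after their values were seen. In the contrast of 1w pw2 with 1w pw1 edgeR called 0 genes (832 at an unadjusted p below 0.05), DESeq2 called 41 and the replicate block 0. In 1w pw2 against 8w pw1 edgeR called 1 gene, Krt6b, at a log2 fold change of 10.40 (SE 1.03, adjusted p 0.043) over counts of 3 and 1 on the 8w pw1 plates, and 1100 genes had an unadjusted p below 0.05. DESeq2 called 281 genes and the replicate block 8, among them 2610528A11Rik (4.50, adjusted p 0.0294). That count was 7 without 0w replicate 1 or 0w replicate 2, and 0 without either plate of 1w pw1 or of 8w pw1 (Krt6b adjusted p 0.0746, 0.0596, 0.161 and 0.459).

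The difference between the healings tests whether the second wound moved a gene by another amount than the first. edgeR called 0 genes (740 at an unadjusted p below 0.05) and DESeq2 77. Without 8w pw1 replicate 2 edgeR called 2. The replicate block called 3 genes, all lower in the second healing: Krt6a (-4.71), Krt2 (-7.71) and 2610528A11Rik, each at an adjusted p of 0.0436.

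**Figure D1:**
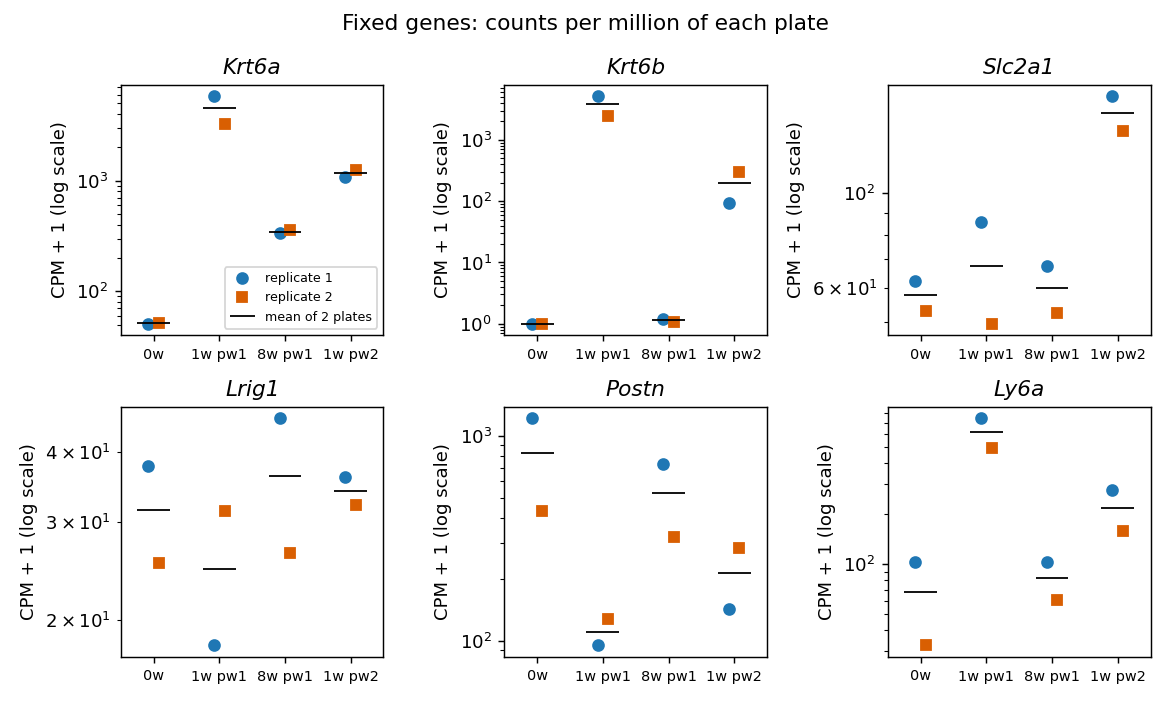
Levels (CPM) of 6 genes fixed before the data were examined, on each of the 2 plates per time point (points) with their mean (lines), on a log axis of CPM + 1. Krt6a lies at a mean of 50.3 CPM at 0w, 4514 at 1w pw1, 344 at 8w pw1 and 1165 at 1w pw2, and both 1w pw2 plates of Slc2a1 lie above all other plates.

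Of the fixed genes, Krt6a (chromosome 15, 101689910 to 101694307) had a mean of 50.3 CPM at 0w (SD 0.536 over 2 plates), 4514 at 1w pw1 (SD 1816), 344 at 8w pw1 (SD 13.9) and 1165 at 1w pw2 (SD 134). Its log2 fold change against 0w was 6.49 (SE 0.54, adjusted p 0.00137) at 1w pw1, 2.77 (SE 0.46, adjusted p 0.218) at 8w pw1 and 4.53 (SE 0.50, adjusted p 0.0121) at 1w pw2. The call at 1w pw2 was lost without 0w replicate 1 (0.121) or 0w replicate 2 (0.114), with only the plates compared (0.0514) and with the stricter filter on cells (0.0791). The 8w pw1 difference was not called by edgeR, though DESeq2 called it (adjusted p 5.17e-05) and the adjusted p over all alternatives ran from there to 0.794. The difference between the healings was -4.73 (SE 0.64, adjusted p 0.152), and it passed with the replicate block (0.0436) and DESeq2 (1.32e-07), in a range up to 0.695. Between 1w pw2 and 1w pw1 Krt6a differed by -1.95 (SE 0.44, adjusted p 0.781), called by DESeq2 alone (0.0349, range up to 1). Slc2a1 (chromosome 4, 119108711 to 119137983), a glucose transporter, lay at 56.7, 66.6, 59 and 153 CPM at the 4 time points in order. Its log2 fold change was 1.43 (SE 0.48, adjusted p 0.265) at 1w pw2 against 0w and 1.19 (SE 0.48, adjusted p 0.781) against 1w pw1, so both 1w pw2 plates lay above all others but no contrast was called. A single cell held 51.88% of the Slc2a1 counts on 1w pw2 replicate 2, 51.04% on 0w replicate 2 and 49.05% on 8w pw1 replicate 2. The level of that 1w pw2 plate therefore rests largely on 1 cell. Ly6a (chromosome 15, 74994877 to 74998031) rose by 3.21 (SE 0.66, adjusted p 0.0721) at 1w pw1 and was called there with the replicate block (0.00819), with every cell scaled equally (0.0291) and with DESeq2 (7.31e-05), among alternatives that reached 0.404. Its mean was 66.9 CPM at 0w and 81.1 at 8w pw1. Postn (chromosome 3, 54361109 to 54391037) changed by -2.90 (SE 0.67, adjusted p 0.1) at 1w pw1 and by -0.65 (SE 0.62, adjusted p 0.896) at 8w pw1. DESeq2 called Postn lower at 1w pw1 (adjusted p 0.00062) and at 1w pw2 (0.0488), where edgeR gave -1.95 (adjusted p 0.262). Lrig1 (chromosome 6, 94604529 to 94700158) itself lay between 23.7 CPM at 1w pw1 and 35.2 at 8w pw1, with no call in any contrast by edgeR, DESeq2 or the replicate block. Krt6b had 0 counts at 0w and 4 over both 8w pw1 plates.

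Whether 8w pw1 lies on the way between 0w and the healing time points was tested on the 35 genes called the same way at 1w pw1 and 1w pw2, 33 higher and 2 lower. At 8w pw1, 34 of them (97.1%, exact 95% interval 85.1% to 99.9%) had a log2 fold change against 0w of that same sign. That interval treats the genes as independent of each other, so it is too narrow for genes that vary together. All 3 contrasts share the 0w plates, which raises this share by chance. In 100 simulations with 8w pw1 equal to 0w, 57.3% to 66.1% of the called genes shared the sign, but these simulations called a median of 393 genes. Over only the 35 top genes of each simulation the share was 24.2% to 51.4%, against 94.3% of the 35 top genes in the data. Genes with 0 counts at 0w were simulated at 0 in both groups, which lowers that range. With the 0w plates split between the contrasts only 1 and 4 genes were left, all with the shared sign. On a wider set chosen after the result was seen, genes with an unadjusted p below 0.01 in both healing contrasts, 86.6% of 307 shared the sign with the 0w plates shared (simulated 60.4% to 67.3%). With the plates split it was 68.5% of 203 genes and 67.8% of 239 genes (simulated 42.1% to 50.1% and 40.3% to 49.3%). In the split sets 81.1% and 81.2% of the genes that rose shared the sign and 53.3% and 49.5% of those that fell. The share over called genes was 85.7% without 8w pw1 replicate 1.

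**Figure D2:**
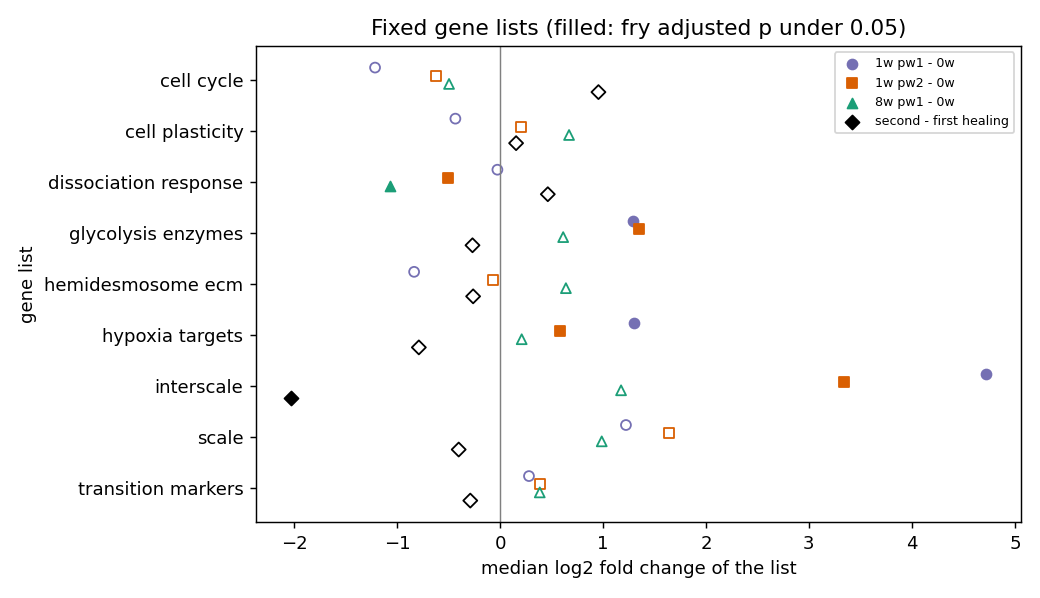
Median log2 fold change of each of 9 gene lists (rows) in 3 contrasts with 0w and in the difference between the healings, from sums over 2 plates per time point. Filled points passed the fry test at an adjusted p below 0.05, and the interscale list has the highest median, 4.72 at 1w pw1, and is the only list filled in the difference between the healings, at -2.03.

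Of the 54 pairs of list and contrast, 29 passed camera. Under fry 11 held, under fry with the replicate block 5, and with an estimated correlation 0 (smallest adjusted p 0.055). The pairs that held under fry were glycolysis, hypoxia and interscale at 1w pw1 and at 1w pw2 against 0w, the dissociation response at 8w pw1 and 1w pw2 against 0w and at 1w pw2 against 1w pw1, and interscale at 1w pw2 against 8w pw1 and in the difference between the healings. The interscale list rose by a median of 4.72 on the log2 scale at 1w pw1 and 3.34 at 1w pw2, with 9 of 9 genes higher in both. Adjusted over the list alone 9 of its genes were called in each, and 5 and 3 when adjusted over all genes. Glycolysis enzymes rose by 1.29 and 1.35, with 14 of 14 higher, and 6 and 4 genes passed adjusted over the list alone against 0 and 0 over all genes. Hypoxia targets rose by 1.30 and 0.58, with 3 and 2 genes called adjusted over the list alone and 1 and 0 over all genes. With every cell scaled equally hypoxia targets lay at 0.43 and 0.59 and glycolysis enzymes at 0.81 and 1.37, all past camera. The cell cycle list fell, with medians of -1.21 and -0.62, past camera but not fry (0.278 and 0.462). Cell plasticity genes changed by -0.43 at 1w pw1 and 0.20 at 1w pw2, and transition markers by 0.28 and 0.39. Of the transition markers 26 and 14 were called higher adjusted over the list alone, not independent evidence, and 5 and 3 over all genes. With every cell scaled equally the transition medians were -0.14 and -0.00572 and that of cell plasticity at 1w pw2 was -0.03. Less the median of all genes in that scaling these were 0.11, -0.02 and -0.05, so the directions at 1w pw2 were not settled. The hemidesmosome list (-0.84 and -0.07) and the scale list (1.22 and 1.64) passed neither test, though with the replicate block the hemidesmosome list passed camera at 1w pw1 (0.0101). With every cell scaled equally camera passed the hemidesmosome list at 1w pw1 (-1.31, adjusted p 0.0124) and the scale list at 1w pw2 (1.03, 0.0295). The dissociation list changed by -0.03 at 1w pw1, where median and mean lay below 0 and both tests above it, and by -0.50 at 1w pw2.

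At 8w pw1 against 0w camera passed 6 lists. The dissociation response was lower, at -1.07 (camera adjusted p 9e-05, fry 0.0132, 1 of 15 genes higher), and it alone held under fry. Cell plasticity lay at 0.67 (fry 0.115), interscale at 1.18 (0.0561), glycolysis at 0.61 (0.15), hemidesmosome at 0.64 (0.459) and transition markers at 0.39 (0.212). Cell cycle lay at -0.50, hypoxia at 0.21 (0.29 without a gene at or under the floor in both groups) and scale at 0.99. Adjusted over the list alone 1 plasticity gene, 1 interscale gene and 3 transition markers were called higher and 1 dissociation gene lower, and 0 of any list over all genes with edgeR. Camera no longer passed interscale without 8w pw1 replicate 1 (0.95, adjusted p 0.103), transition markers without 8w pw1 replicate 2 (0.34, 0.449), glycolysis without 0w replicate 2 (0.40, 0.166) or 8w pw1 replicate 2 (0.63, 0.173), or hemidesmosome without 0w replicate 2 (0.23, 0.437) or 8w pw1 replicate 1 (0.62, 0.183). Cell cycle passed with the replicate block (0.0484), and without 0w replicate 1 (-0.53, 0.0422) or 8w pw1 replicate 2 (-1.04), and turned to 0.56 without 8w pw1 replicate 1. Setting genes with 0 counts in a group at their bound moved no other median in these or the other contrasts.

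Between 1w pw2 and 1w pw1, cell plasticity was higher by 0.71, and interscale (-0.86) and dissociation (-0.49) were lower past camera, the last also under fry (0.029). The other medians were 0.68 for cell cycle, 0.45 for glycolysis, 0.24 for hemidesmosome, -0.33 for hypoxia, 0.39 for scale and -0.08 for transition markers, none past camera. Between 1w pw2 and 8w pw1 interscale (2.79), glycolysis (0.99) and hypoxia (0.86) were higher, and hemidesmosome (-1.15) and cell plasticity (-0.47) lower past camera. In the difference between the healings interscale was lower by a median of -2.03 (camera adjusted p 2.34e-05, fry 0.0418, fry with the replicate block 0.0594, 0 of 9 genes higher), cell cycle higher by 0.96 (fry 0.48) and transition markers lower by -0.29 (fry 0.287). Interscale passed camera without any single plate. Cell cycle turned to -0.00711 without 1w pw1 replicate 1 and to -0.0933 without 8w pw1 replicate 1. Transition markers turned to 0.0108 without 1w pw1 replicate 1 and were no longer past camera without 8w pw1 replicate 2 (-0.25). Adjusted over the list alone 1 interscale gene and 3 transition markers were lower, and 0 over all genes with edgeR. The other medians were 0.16 for cell plasticity, 0.46 for dissociation, -0.27 for glycolysis, -0.26 for hemidesmosome, -0.79 for hypoxia and -0.40 for scale, where the mean was 0.16.

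**Figure D3:**
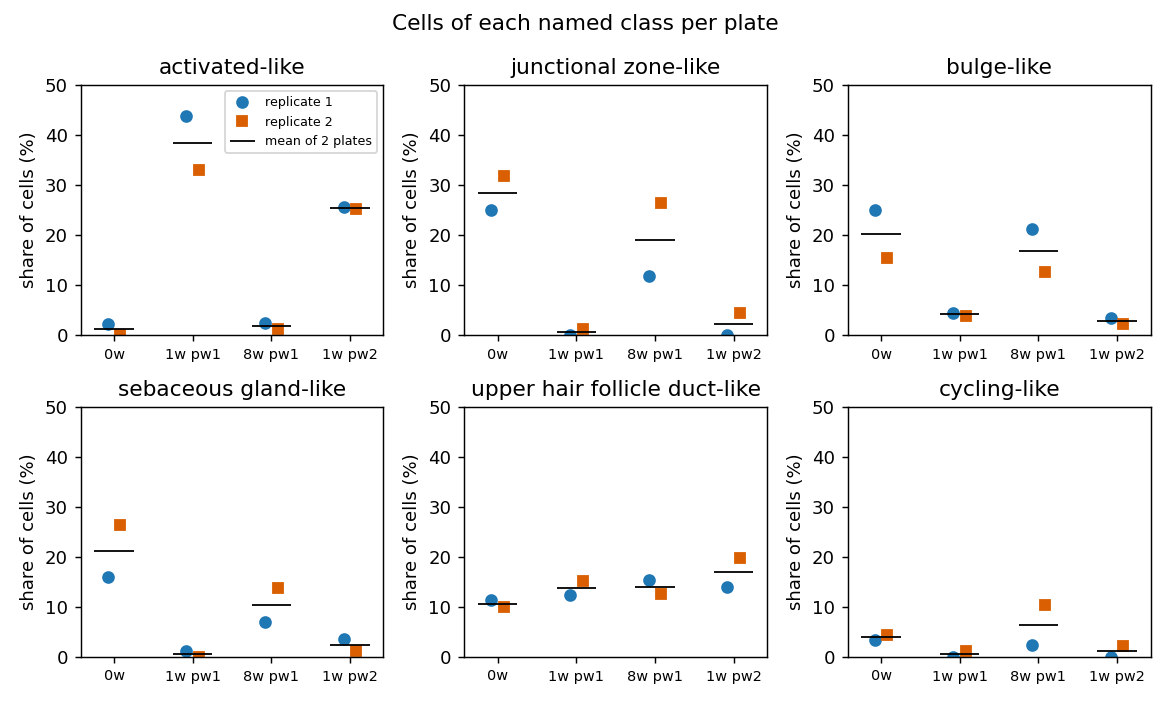
Share of cells (percent) in each of 6 named classes on each of the 2 plates per time point (points), with the mean (lines). Activated-like cells take a mean of 38.4% at 1w pw1 and 25.4% at 1w pw2 against 1.14% at 0w and 1.75% at 8w pw1.

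The clustering gave 11 clusters, of which 6 were named from fixed markers and none was basal-like. Activated-like cells made up 1.14% of cells at 0w (SD 1.61 over 2 plates), 38.4% at 1w pw1 (SD 7.71), 1.75% at 8w pw1 (SD 0.851) and 25.4% at 1w pw2 (SD 0.217). That cluster was led by Krt6b, S100a8 and S100a9 and also held 8 of the differentiated interfollicular markers above 2-fold. Junctional zone-like cells took 28.4%, 0.633%, 19.1% and 2.2% at the 4 time points in order. Bulge-like cells took 20.2%, 4.15%, 16.9% and 2.84%, sebaceous gland-like cells 21.1%, 0.562%, 10.4% and 2.29%, duct-like cells 10.6%, 13.8%, 14% and 16.9%, and cycling-like cells 3.9%, 0.633%, 6.35% and 1.1%. Of the clusters kept out of the classes, cluster 1 took 2.22%, 16.9%, 1.16% and 8.53%, cluster 3 took 1.12%, 1.69%, 6.39% and 2.81%, and cluster 4 took 5.61%, 11.1%, 3.49% and 12.2%. Cluster 5 took 2.25%, 5.69%, 15.2% and 16.2%, mostly on replicate 1 plates, and cluster 10 took 3.37%, 6.54%, 5.27% and 9.53%.

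Of 66 tests of class shares, 12 passed an adjusted p of 0.05 in edgeR. Activated-like cells rose by 4.93 on the log2 scale (adjusted p 0.00198) at 1w pw1 and 4.34 (0.00339) at 1w pw2, and junctional zone-like (-5.27 and -3.58), sebaceous gland-like (-4.86 and -3.14) and bulge-like cells (-2.24 and -2.77) fell, while duct-like (0.37 and 0.66) and cycling-like cells (-2.45 and -1.67) were not called. Cluster 1 also rose at 1w pw1 (2.84, adjusted p 0.0154). At 1w pw2 against 8w pw1 activated-like cells were more frequent (3.76) and bulge-like (-2.52) and junctional zone-like cells (-3.01) less. In the comparison of 8w pw1 with 0w, 0 of 11 classes passed. The activated-like share differed by 0.58 (SE 1.25, adjusted p 0.738) there, over 3 and 2 cells, so the share at these time points was too small for a change to be seen. With the replicate block 17 tests passed. The added ones were cluster 5 at 8w pw1 (2.68, adjusted p 0.00282) and at 1w pw2 (0.0019) against 0w and at 1w pw2 against 1w pw1 (0.0471), and cluster 1 (0.0258) and sebaceous gland-like cells (0.0383) at 1w pw2 against 8w pw1. With Leiden resolution 0.5 duct-like cells were called at 1w pw1 (1.04, adjusted p 0.0391) and 1w pw2 (1.26, adjusted p 0.014), and activated-like cells at 8w pw1 (1.74, adjusted p 0.027). At that resolution the activated-like cluster held 178 cells against 115 and had Krt2 and Krt36 among its leading genes. The duct-like cluster held 209 cells against 96, so these calls concern wider classes. With Leiden resolution 2 the count was 0. It was 5 without 0w replicate 1 and 1 without 0w replicate 2. Without 0w replicate 2 the activated-like rises (3.996 and 3.40) and the falls of junctional zone-like (-5.08 and -3.40), sebaceous gland-like (-4.45 and -2.73) and bulge-like cells (-2.55 and -3.08) all lost their calls. Without 0w replicate 1 the 1w pw2 falls of junctional zone-like (-3.75), sebaceous gland-like (-3.46) and bulge-like cells (-2.38) did, as did bulge-like cells at 1w pw1 (-1.85). Junctional zone-like cells at 1w pw1 lost theirs without 1w pw1 replicate 1 (-4.34), and the 1w pw2 falls of bulge-like (-2.48) and sebaceous gland-like cells (-2.55) without 1w pw2 replicate 2. Bulge-like cells at 1w pw1 also lost theirs without either plate of 1w pw1 (-2.37 and -2.13) or of 8w pw1 (adjusted p 0.0603 and 0.0556).

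Changes within a class were examined in activated-like cells, where 39 and 26 cells of 1w pw1 and 22 and 23 cells of 1w pw2 were summed per plate and the other time points had fewer than 5 cells per plate. edgeR called 0 of 10849 genes, with 597 at an unadjusted p below 0.05, and DESeq2 was not run on these sums. The replicate block called 34, with only 1 residual degree of freedom left. Krt6a was lower at 1w pw2 by -2.41 (SE 0.69, adjusted p 0.851), Krt6b by -4.21 (SE 0.78, adjusted p 0.705), and Slc2a1 was higher by 1.43 (SE 0.56, adjusted p 0.851). Cell plasticity (0.85) and interscale (-0.90) passed camera, and neither held under fry (0.896 for both) or an estimated correlation (0.842 for both). Interscale was no longer past camera without 1w pw1 replicate 2 (-0.43) or 1w pw2 replicate 1 (-0.58). The other medians were 0.37 for cell cycle, 0.12 for dissociation, 0.19 for glycolysis, 0.14 for hemidesmosome, -0.12 for hypoxia, -0.38 for scale and 0.12 for transition markers. The last turned to -0.09 without 1w pw1 replicate 2 and -0.42 without 1w pw2 replicate 1. Median and mean differed in sign for dissociation and scale, and for transition markers both lay above 0 while camera pointed lower.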

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

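The tests of scaling, of a preparation batch and of transition markers were chosen only after the result was seen. The tests within activated-like cells and without cycling-like cells were written down before their results were seen.

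The interscale list rose less from 8w pw1 to 1w pw2 than from 0w to 1w pw1, with a median difference of -2.03 on the log2 scale, a difference between groups found by a direct test in camera. In the replicate block fit Krt6a (-4.71), Krt2 (-7.71) and 2610528A11Rik (-9.70) differed the same way, each at an adjusted p of 0.0436. Over all alternatives their adjusted p ran from 1.32e-07 to 0.695 for Krt6a, from 0.000239 to 1 for Krt2 and from 2.5e-05 to 0.999 for 2610528A11Rik. The value of 2610528A11Rik depends on the prior count, because the gene had 0 counts at 0w, and is no measure of size. On each healing plate 3 or 4 cells held 90% of the Krt2 counts, so its value rests on which differentiated cells were caught. All 4 values count a higher starting level at 8w pw1 as a smaller rise, and Krt6a starts at 344 CPM there against 50.3 CPM at 0w.

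Fewer activated-like cells at 1w pw2 were weighed as a cause. Within those cells Krt6a was still lower at 1w pw2 than at 1w pw1 by -2.41, more than 2 standard errors from 0, though edgeR did not call it. A lower number of cells in that cluster is thus unlikely to explain this lower level on its own. With all variable genes 52 activated-like and 53 differentiated interfollicular cells formed separate clusters, so a changed mix within the cluster was not excluded. The part of the Krt6a difference due to the higher start at 8w pw1 was not covered by this test. The interscale list was lower by -0.90 within them, past camera but not past fry (adjusted p 0.896). By the rule written beforehand camera alone would have ruled that cause out. Because fry is far from its threshold the verdict was left open, and the test cannot tell. Scaling of libraries in which a few genes take most of the counts was weighed too, and with every cell scaled equally the list still differed, by -1.71. A preparation batch of each time point remains possible: every letter in the sample titles covers 1 time point, so batch and time cannot be told apart. Near-identical family members were not tested as a source of shared reads. A weaker reaction to a second wound is a biological reading the design offers, but not the only such reading. The study reports faster healing of the second wound than of the first. The healing time points may thus differ in the stage of repair, which could also lower these levels. Both readings stay open and untested beyond these values.

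The cell cycle list fell less in the second healing, by a median of 0.96, again a difference between groups. Without the cycling-like cells the difference was 1.92, so unequal numbers of those cells are unlikely to be its source. The direction turned when either 1w pw1 replicate 1 (-0.00711) or 8w pw1 replicate 1 (-0.0933) was left out, and fry did not call it (adjusted p 0.48), which leaves the result resting on single plates.

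The transition marker list rose less in the second healing, by -0.29, a difference between groups in camera but not in fry (adjusted p 0.287). This value counts the higher start at 8w pw1, by 0.39 over 0w, as a smaller rise. Between 1w pw2 and 1w pw1 the list differed by only -0.08, not past camera. The levels in the 2 healings were thus close, and the value rests mostly on the start. A few deep cells that dominate the sums are unlikely to be the whole source. With every cell scaled equally the median was -0.0581, but in that scaling the median of all genes lay at 0.28, and less the median of all genes the list lay at -0.34 against -0.32 before, still past camera (adjusted p 0.000349). The direction turned to 0.0108 without 1w pw1 replicate 1, and a preparation batch of each time point cannot be told apart from time here either. A biological difference, in the starting level or in the response to the second wound, stays open, as untested.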

How the results depend on the processing

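The replicate block on the shared direction, the unadjusted p below 0.01 and fry with the replicate block were added after seeing the data; the other alternatives were planned. The cause was not tested for any change named here unless one is given. Using all deposited cells changed nothing, since all had passed the filter, and a lower minimum of 3 cells per plate added no plate, so both are void.

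With DESeq2 the counts of called genes were 723 in 1w pw1 - 0w, 155 in 8w pw1 - 0w, 688 in 1w pw2 - 0w, 41 in 1w pw2 - 1w pw1, 281 in 1w pw2 - 8w pw1 and 77 in second - first healing. With the replicate block they were 236, 3, 96, 0, 8 and 3, and with every cell scaled equally 140, 3, 68, 0, 2 and 0. The stricter filter on cells gave 24, 0, 9, 0, 5 and 0, from fewer cells, with only 9 left on 0w replicate 2. Only the plates of the time points compared gave 126, 0, 12, 0 and 0, and no filter on low counts 5 in 1w pw2 - 8w pw1. Leaving out 1 plate gave 8 to 93, 0 to 2, 1 to 36, 0 to 0, 0 to 7 and 0 to 2. Of the other settings 25 counts kept within 1.5-fold, and 31 of those that leave out a plate.

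Among pairs of list and contrast fry passed 11, an estimated correlation 0 and fry with the replicate block 5. At 8w pw1 - 0w the medians cell plasticity 0.67, glycolysis 0.61, hemidesmosome 0.64, interscale 1.18 and transition markers 0.39 passed none of these, nor did dissociation -1.07 with an estimated correlation. In second - first healing cell cycle 0.96 and transition markers -0.29 passed none, and interscale -2.03 passed fry only. The stricter filter on cells took dissociation -0.72, glycolysis 0.65, hemidesmosome 0.39, interscale 1.20 and transition markers 0.27 at 8w pw1 - 0w, and transition markers -0.25 in second - first healing, out of the calls, and cell cycle -0.64 at 8w pw1 - 0w into them, as the replicate block did (-0.50). With every cell scaled equally hemidesmosome 0.50 at 8w pw1 - 0w lost its call. In second - first healing cell plasticity reversed with the stricter filter (-0.0419), and hemidesmosome (0.14), hypoxia (0.0173) and scale (0.37) turned with every cell scaled equally, where the median of all genes lay at 0.28. Less the median of all genes hemidesmosome (-0.14) and hypoxia (-0.27) kept their sign and scale did not (0.09). Another 107 list values kept direction and side.

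Leaving out 1 plate gave, at 8w pw1 - 0w, cell cycle -1.04 to 0.56, glycolysis 0.40 to 0.85, hemidesmosome 0.235 to 1.04, interscale 0.80 to 1.43 and transition markers 0.30 to 0.67. In second - first healing it gave cell cycle -0.0933 to 2.04, cell plasticity -0.16 to 0.42, glycolysis -0.52 to 0.0885, hemidesmosome -0.94 to 0.55, scale -0.68 to 0.31, transition markers -0.65 to 0.0108 and interscale -2.13 to -1.32. Without 1w pw1 replicate 2 hemidesmosome lay at -0.86 and passed camera. The shared direction at 8w pw1 was 85.7% to 100%, 100% and 100% with the 0w plates split, and 68.5% and 67.8% at an unadjusted p below 0.01.

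Class and contrast pairs past the threshold numbered 7 with all variable genes, 0 with Leiden resolution 2, 3 with the stricter filter and 1 to 13 without 1 plate. With Leiden resolution 2 calls were lost at 1w pw1 - 0w by activated 6.82, junctional zone -4.98, bulge -1.72 and sebaceous gland -2.65, and at 1w pw2 - 0w by 6.24, -5.07, -2.24 and -1.31. The stricter filter lost activated 2.93 and sebaceous gland -4.86 at 1w pw1 - 0w and 1.85 and -1.66 at 1w pw2 - 0w, and reversed duct at 1w pw1 - 0w (-0.97). All variable genes lost bulge (-1.02 and -0.83) and sebaceous gland at 1w pw2 - 0w (-3.14). Plates centred on the time point mean lost bulge (-5.00 and -2.70) and reversed it at 8w pw1 - 0w (0.84). With Leiden resolution 0.5 activated at 8w pw1 - 0w (1.74) and duct at 1w pw1 - 0w (1.04) and 1w pw2 - 0w (1.26) were called, in wider clusters. Another 71 class values kept direction and side. Without 1 plate, 1w pw1 - 0w ran over activated 3.996 to 8.07, junctional zone -7.66 to -4.34, bulge -2.55 to -1.85 and sebaceous gland -7.21 to -4.07. At 1w pw2 - 0w these were 3.40 to 7.47, -7.63 to -2.66, -3.12 to -2.38 and -4.10 to -2.55. At 8w pw1 - 0w activated ran from -0.35 to 3.71, bulge from -0.67 to 0.13 and cycling from -0.70 to 1.37.

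In activated-like cells fry passed 0 lists (interscale -0.90, cell plasticity 0.85), every cell scaled equally 1 (cell plasticity, while interscale at -0.45 lost its call), and 1 to 4 passed without 1 plate, with interscale -1.62 to -0.43 and transition markers -0.42 to 0.20. Of the fixed genes Slc2a1 reversed at 8w pw1 - 0w with the stricter filter (-1.66). Without 1 plate Slc2a1 ran from -0.24 to 0.58 at 1w pw1 - 0w and from -0.15 to 0.17 at 8w pw1 - 0w, where Lrig1 ran from -0.27 to 0.51, Postn from -1.36 to 0.22 and Ly6a from -0.37 to 1.29. Of the named genes 244 values kept direction and side, 19 lost a call and 11 gained one, and without 1 plate 198 kept it and 74 lost it. The 19 losses came with the stricter filter (at 1w pw1 - 0w Serpinb3a, Oxtr, Dclk1, Adh1 and Itga2, at 1w pw2 - 0w Krt6a, Serpinb3a, Serpinb3d, Wfdc17, Abi3bp and Ackr4), with only the plates compared (Dclk1 at 1w pw1 - 0w, Krt6a, Serpinb3a, Wfdc17, Abi3bp and Ackr4 at 1w pw2 - 0w, Krt6b at 1w pw2 - 8w pw1) and with every cell scaled equally (Ackr4).

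The replicate block, which allows for the pairing by replicate number, changed no other call of a list with camera, a class share or a gene named by the rule fixed beforehand than those given here and in the report. With fry it lost glycolysis at 1w pw1 - 0w (0.0698), glycolysis, hypoxia and dissociation at 1w pw2 - 0w (0.0575 each), dissociation at 1w pw2 - 1w pw1 (0.0594) and interscale in second - first healing (0.0594). Depth was not varied: each plate held between 12293182 and 19760820 counts. With 2 plates per time point and a biological coefficient of variation of 0.61, 0% of simulated 4-fold changes were called.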

Other observations

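The tests of split 0w plates over genes with an unadjusted p below 0.01, of carried-over transcripts, of a preparation batch and of doublets were chosen only after the result was seen. The same holds for the simulations with clusters left out, the correlations with length and GC removed and those over highly expressed genes. The other tests, with clusters left out, of gene length, of GC content and of class shares, were written down before their results were seen.

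At 8w pw1 the genes of healing lay on the healing side of 0w. Chance values shared through the 0w plates are unlikely to be the only source. With those plates split 67.8% of genes still shared the sign in the lower of the 2 splits, above simulated ranges that ended at 49.3% and 50.1%. In those splits the genes that fell shared it in only 53.3% and 49.5%, so the pattern holds for genes that rose. In the simulations of those splits genes with 0 counts at 0w stayed at 0, which makes the ranges too low. They are also too narrow where genes vary together, which such simulations leave out. A different number of healing-like cells at 8w pw1 was weighed by leaving out activated-like cluster 0 and unnamed clusters 1 and 5. Of these only cluster 5 was clearly more frequent there (26 against 4 cells at 0w), with 3 against 2 cells in cluster 0 and 2 against 4 in cluster 1.

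With those cells left out 80% of the 35 genes shared the sign. The median log2 ratio of levels was then 2.34 over the genes that rose and had more than 3 counts. With all cells the median edgeR log2 fold change of all genes that rose was 4.21. These 2 medians differ in estimator and genes, so they do not measure what leaving the cells out changed. Simulations of the shared sign drew 0w and 8w pw1 without those cells from their pooled mean, each gene independently. Of the 43 genes called from these sums 76.7% shared the sign (simulated 56.8% to 68.8%), and 74.3% of the top 35 genes did (34.3% to 67.2%). The simulations called 216 to 299 genes. With the 0w plates split they held 319 to 399 and 322 to 404 genes, against 207 and 243 in the data. Only the ranges over the top 35 genes come from sets of the same size. With the 0w plates split the share was 63.3% and 62.6% (41.9% to 51.6% and 42.1% to 50.7%), though for genes that fell 50% and 46.9% lay within their ranges. Most of the 35 genes thus kept the sign without those clusters. Genes of a cluster rise and fall together with its cells, so ranges from independent genes are too narrow. Whether those clusters are the whole source of the pattern therefore stays open, as does their part in its size.

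Transcripts carried over from the 1w pw1 libraries would leave about the same share of every abundant healing gene. Among 21 such genes the 8w pw1 level above 0w, as a share of the 1w pw1 level, differed by a factor of 266 between the 90th percentile (30.7%) and the 10th (0.115%), so carry-over is unlikely to be the only source. A preparation batch of each time point cannot be told apart from time, because each letter in the titles covers 1 time point. A lasting change in the healed skin, which the design offers, therefore stays open.

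Plates with the same replicate number deviated together. The replicate difference followed gene length (Spearman correlation -0.161) and GC content (-0.304), which by the rules written beforehand makes both candidate explanations. Those rules set no size, and both relations are weak. With length and GC removed the correlations between time points fell from 0.121 to 0.215 before to 0.0872 to 0.168 after, so these biases can account for part of the pairing only. Different shares of cell classes are unlikely to be the whole source, since the replicate difference in duct-like cells went with that in hair follicle and sebaceous classes, at correlations of 0.131 at 0w and 0.12 at 8w pw1. Over genes above 100 CPM these were 0.243 and 0.251. Across time points the correlations were lower. Duct-like cells at 0w against hair follicle and sebaceous classes at 8w pw1 gave 0.1, or 0.144 over genes above 100 CPM. Duct-like cells at 8w pw1 against those classes at 0w gave 0.118, or 0.222 over such genes. The methods describe independent experiments, which the labels do not link to the replicate numbers, so a difference between experiments or their animals stays open, as untested.

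The dissociation response list lay lower at 8w pw1 than at 0w. Different shares of cell classes are unlikely to be its only source, since the list was lower by -0.46 within duct-like cells (11 of 15 genes lower). That value rests on 9 to 13 cells per plate and was not tested. In the pool of hair follicle and sebaceous classes, which held the cycling-like cells too, it was lower by -0.98 (13 of 15). Shares changed within that pool, with sebaceous gland-like cells at 21.1% at 0w and 10.4% at 8w pw1, so they are not excluded there. A preparation batch of each time point, for which the letters again give 1 time point each, cannot be told apart from time. Such genes react to tissue handling, and stress in the skin itself was not tested as the biological reading.

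There were 2 cells with high Ptprc, a gene of immune cells, on 8w pw1 replicate 2 and 1w pw2 replicate 2. Both fell into the activated-like cluster, where the first was the only such cell of its plate. An immune cell and a keratinocyte in 1 well is an unlikely source, since Krt5 plus Krt14 came to at most 58.1 CPM in them against a median of 1468 in the other cells. No biological explanation was tested.

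Cluster 3 held 21 cells with a median of 11421 counts, 0.127 of their plate medians, and was left without a name. Median mitochondrial percentages per plate ran from 13.04 at 1w pw2 replicate 2 to 30.7 at 0w replicate 2.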
